A study of Mus musculus with 53 samples.

How the data were processed

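The series holds 53 samples in 20 groups from mouse cerebellum. Mutants carry Atoh1Cre with either homozygous floxed Insm1 or homozygous floxed Tead1 and Tead2, and controls carry the floxed alleles without Cre. Bulk RNA-seq at postnatal day 2 (P2) has 4 Insm1 controls, 4 Insm1 mutants, 3 Tead1/2 controls and 4 Tead1/2 mutants, from individual pups and stranded total RNA libraries. Per the labels the Insm1 libraries form batch 2, the Tead1/2 libraries batch 3 and the single-cell sample batch 1. Single-cell RNA-seq at postnatal day 7 (P7) is 1 deposited sample with mixed genotype, made with a Parse Evercode split-pool kit from 1 cerebellum per animal. It holds 10 libraries, each named in the cell metadata for its genotype, its number and its dissection (all lobules, or without lobules IX and X): 2 controls and 3 mutants for each of the 2 alleles. The 13 ATAC-seq samples and the 24 CUT&RUN samples were not analysed here.

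For bulk RNA-seq the authors deposited RSEM expected counts per gene, not scaled for depth. Of the cells in each column, 6.85% to 8.79% are not whole, which was checked on the tables. The table named for INSM1 holds the columns that the labels assign to the Tead1/2 samples, and the table named for TEAD holds those of the Insm1 samples. Samples were therefore matched by column name, with 0 unmatched columns. The tables hold 55,665 entries, of which 92 are ERCC sequences and were left out, so that 55,573 genes were used. For the P7 libraries the authors deposited raw transcript (UMI) counts per barcode for all barcodes with at least 10 transcripts, with no cell filter and no cell type annotation. Aligner and filters for either assay, and the genome build of the bulk tables, are not given in the sources used here. The single-cell gene tables name a GRCm39 build.

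Bulk libraries hold 2.81e+07 to 6.45e+07 expected counts, and 19,158 to 21,157 genes reach 10 counts. No pair of replicates of a group was a copy of another (chi-square per degree of freedom 10.0 to 82.0 for replicate pairs). Correlations across genes of residuals at the same replicate number, after removing group means, lay between -0.13 and 0.23 for the P2 libraries and between -0.0984 and 0.0484 at P7. They give little sign of pairing at P2. At P7 the residuals of 2 controls are equal and opposite, so these correlations are weak evidence. There number 1 is the dissection of all lobules in every group, and numbers 2 and 3 are without lobules IX and X. The fits reported have no replicate block unless stated. With the dissection as a block, edgeR called 3112 (Insm1) and 3560 (Tead1/2) genes in the P7 granule lineage, in place of 3062 and 3417. Sex was read from Xist and Ddx3y. At P2 all 4 Insm1 controls, Insm1 mutants 1 and 2, Tead1/2 control 2 and the library labelled Tead1/2 mutant 4 express Xist, and the others express the Y-linked gene. At P7 Insm1 control 1, Insm1 mutants 2 and 3, both Tead1/2 controls and Tead1/2 mutant 3 express Xist, and the others the Y-linked gene, so sex is not balanced in the Tead1/2 comparison at P7.

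Expected counts were rounded and fitted with edgeR 4.0.16 (R 4.3.3) by quasi-likelihood, with TMM factors and the filterByExpr filter, separately for the 8 Insm1 and the 7 Tead1/2 libraries. The difference between both mutant effects was tested as an interaction contrast over all 15 libraries. P-values were adjusted by the Benjamini-Hochberg method over the genes tested, and a gene is called at an adjusted p (FDR) under 0.05. CPM values use TMM-scaled library sizes. DESeq2 1.42.0 served as a further tool. Gene lists were tested with camera (preset correlation) and fry from limma 3.58.1 on log2 CPM with a prior count of 2, and lists with under 3 tested genes were not tested. Overlap between both contrasts was set against the product of the marginal shares.

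Single-cell libraries were read with scanpy 1.11.5 (Python 3.11.15). Barcodes with at least 1000 UMIs, at least 500 genes and under 15% mitochondrial UMIs were kept as cells, doublets were called per library with Scrublet at its own threshold, and the rest were normalised to 10000 counts, log-transformed, reduced to 2000 variable genes and 30 principal components, and clustered by the Leiden method at resolution 1.0 on 15 neighbours, with no integration across libraries. A cluster was named for the class with the largest number of preset markers above 1.5 times their mean over clusters and detected in over 10% of its cells, with at least 3 such markers, no tie, and no conflict with its 10 top genes. Counts were summed per library over all kept cells and over granule-lineage clusters (progenitor-like and neuron-like together), and 10 sums were fitted in edgeR with 4 genotype groups. Cells with muscle transcripts were those with UMIs of at least 3 of the 60 skeletal muscle list genes after each cell was thinned at random to 2000 UMIs, which leaves out 848 cells under that depth. Shares were compared between mutants and controls of an allele by two-sided exact permutation tests over libraries. With 2 libraries against 3, the smallest p such a test gives is 0.2.

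The comparisons, tests, sample groups, 7 gene lists, cell class markers and the rule for named genes were fixed before the data were examined, as were these other settings: median-ratio size factors, DESeq2, no low-count filter, a minimum log2 change of 1, all 15 libraries in 1 fit, a replicate block, leaving out each library, other UMI minimums, doublets kept, Leiden resolution 0.5, other minimums of muscle genes per cell, and no thinning. The lists are skeletal muscle (60 genes), smooth muscle (14), a YAP/TEAD signature (21), granule progenitor (18), granule differentiation (20), hepatocyte (19) and epidermis (20). Named genes are the targeted genes and their family members, the 5 largest rises and 5 largest falls in log2 change among called genes with a mean of at least 1 CPM and no overlap between groups, up to 10 called skeletal muscle genes by adjusted p, the 5 genes with the smallest larger adjusted p called in both contrasts, and the 5 smallest interaction p-values. Predicted genes, pseudogenes and genes without a symbol are counted and not named. At P7 the rises and falls are named from the granule lineage alone.

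Chosen only after the data were seen were the thresholds of the naming rule for clusters, the thinning depth, a ceiling of 20000 UMIs, removal of the highest 4% of doublet scores in place of Scrublet's threshold, a sex term, clustering without the skeletal muscle genes, the interaction test at P7, leaving out libraries under DESeq2, and the comparison of P2 with P7 using genes called without the library labelled Tead1/2 mutant 4. The fit without that library was fixed beforehand, but the weight given to it and the naming of genes from it followed from its values.

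In tests on simulated data with the depth, dispersion and group sizes of each comparison and 200 genes changed by a log2 value of 1, the bulk fits recovered 72.0% to 76.5% of changed genes, with 5.26% to 8.59% of calls false, and the P7 fits recovered 63.0% to 69.5%, with 4.20% to 9.74% of calls false. Such rates need not hold for the real libraries. With every Tead1/2 bulk library the simulated fit recovered 72.0%. The real fit called 0 genes, and 646 without the library labelled Tead1/2 mutant 4. The simulated rates are therefore no evidence that the real count of 0 reflects an absence of changes.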

Results

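Transcripts were measured in mouse cerebellum after deletion of Insm1, or of Tead1 and Tead2 together, by Atoh1Cre, a recombinase expressed in the granule cell lineage. The P2 data are 15 bulk RNA-seq libraries of 2.81e+07 to 6.45e+07 expected counts: 4 Insm1 controls, 4 Insm1 mutants, 3 Tead1/2 controls and 4 Tead1/2 mutants. The P7 data are 10 single-cell libraries, 2 controls and 3 mutants per allele. They hold 98,416,728 to 226,631,912 UMIs over all barcodes, before any filter. Unless stated, the P7 results rest on the kept cells alone, 2224 to 5772 per library at medians of 4358 to 7841 UMIs. These cells hold a minor part of the UMIs of each library. Going by the title of the series, the question of each mutant comparison is whether muscle genes are held down in the neural lineage, and the comparison between alleles asks whether both deletions act on the same genes.

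The targeted genes Insm1 (ENSMUSG00000068154.5), Tead1 (ENSMUSG00000055320.17) and Tead2 (ENSMUSG00000030796.17) were read first in every P2 library, as CPM scaled over all 15 libraries. Insm1 stood at 30.8, 31.4, 56.5 and 71.5 CPM in the 4 Insm1 controls and at 10.6, 8.39, 16.1 and 15.1 CPM in the 4 Insm1 mutants, below every control (log2 change -1.91, SE 0.30, edgeR FDR 0.0194). That call is lost without Insm1 control 3 (FDR 0.0584), Insm1 mutant 2 (0.0574) or Insm1 mutant 4 (0.0612), with log2 changes from -2.08 to -1.65 over all libraries left out in turn. Tead1 at gene level was 54.2, 46.4 and 33.4 CPM in the Tead1/2 controls against 39.1, 38.1, 50.7 and 43.5 CPM in the Tead1/2 mutants, and Tead2 was 23.6, 25.7 and 21.5 against 19.2, 20.1, 17.6 and 26.2 CPM. Neither passed the threshold (log2 change -0.0939 and -0.22, edgeR FDR 0.746 and 0.314). The highest Tead2 value of all Tead1/2 libraries is that of the library labelled Tead1/2 mutant 4, and without it the Tead2 change was called (log2 change -0.35, FDR 0.0417). The sign of the small Tead1 change turned without Tead1/2 control 1 (log2 change 0.0557). Gene-level counts hold no exons, so they do not measure the deleted part of either gene. Tead2 also differed between the controls: 86.5 CPM in Insm1 controls and 23.8 CPM in Tead1/2 controls (log2 difference -1.86, edgeR FDR 2.13e-08), with batch and line not separable at P2.

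**Figure D1:**
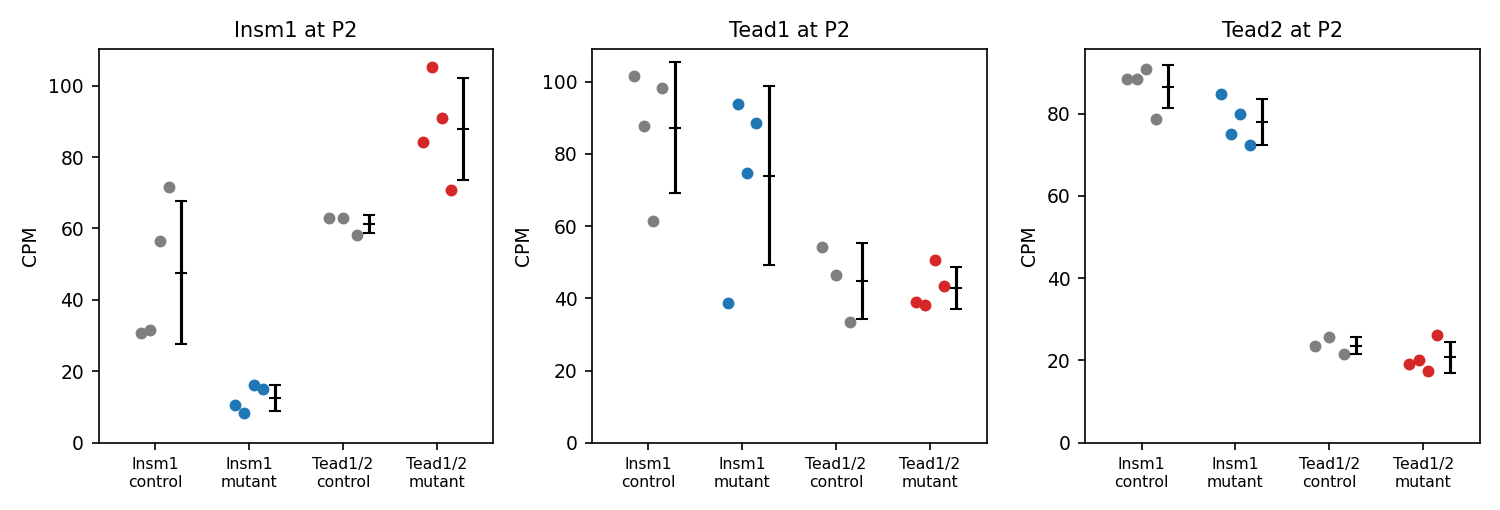
CPM (linear axes from 0, scaled over all 15 libraries) of Insm1, Tead1 and Tead2 in each P2 bulk library, with the group mean and standard deviation beside the points. Insm1 lies between 8.39 and 16.1 CPM in Insm1 mutants and between 30.8 and 71.5 CPM in Insm1 controls, while Tead1 and Tead2 overlap between Tead1/2 mutants and controls.

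Between Insm1 mutants and controls at P2, 135 of 19,582 tested genes were called by edgeR, 94 higher and 41 lower in mutants, and 1763 had an unadjusted p under 0.05. DESeq2 moved this count most, to 317 genes, while a replicate block gave 64. Leaving out 1 library gave 64 (without Insm1 control 1) to 132 genes. The count also fell by more than 1.5 times without Insm1 control 3 (74), Insm1 control 4 (72), Insm1 mutant 2 (83) and Insm1 mutant 4 (67). All 4 controls and mutants 1 and 2 express Xist while mutants 3 and 4 do not, and 88 genes were called with a sex term. Among called genes with a mean of at least 1 CPM and no overlap between groups, the largest rises were Myog (1.12 to 26.4 CPM, log2 change 4.52, SE 0.75), Mylpf (0.291 to 5.93 CPM, 4.32, SE 0.47), Tnni1 (0.415 to 8.40 CPM, 4.30, SE 0.62), Actc1 (1.98 to 38.5 CPM, 4.26, SE 0.55) and Myh3 (2.28 to 42.7 CPM, 4.22, SE 0.35), with edgeR FDR from 0.000669 to 0.0246. The Myog call is lost without any 1 of Insm1 controls 1 and 4 and Insm1 mutants 2, 3 and 4 (FDR 0.0563 to 0.1001), and the Tnni1 call without Insm1 control 1 (0.0585). Myog was also not called under DESeq2 (FDR 0.0791), with a replicate block (0.0922) or with a sex term (0.0608), and Tnni1 not with a replicate block (0.0559). Without Insm1 control 2 the Myog log2 change was 6.94 and that of Tnni1 5.99. By the same limits the largest falls were Otx1 (2.11 to 0.206 CPM, log2 change -3.29, SE 0.37), Insm1 itself, Dmrta1 (8.38 to 2.41 CPM, -1.79, SE 0.19), Stra6 (4.18 to 1.83 CPM, -1.20, SE 0.22) and Sfrp1 (49.9 to 22.3 CPM, -1.17, SE 0.0808). Stra6 (FDR 0.0457) passed only narrowly and was not called without any 1 of the libraries except Insm1 control 2, nor with a sex term (FDR 0.128) or a replicate block (0.155). Dmrta1 was not called with all 15 libraries in 1 fit (FDR 0.0548). Of the 10 named skeletal muscle genes, Ttn rose from 15.5 to 90.2 CPM (log2 change 2.54, SE 0.18, FDR 0.000269), and Cdh15, Acta1, Cav3, Tnnc2, Klhl41 and Tnnt2 rose by log2 values of 2.15 to 4.56. Lmod3 had 1 count over the 4 controls and a mean of 0.477 CPM in mutants, so no fold is given. Tead4 rose from 1.06 to 2.22 CPM (log2 change 1.06, SE 0.17, FDR 0.018), a call that, with a library left out, stayed only without Insm1 control 3 or Insm1 mutant 1. It was also lost with a sex term (FDR 0.108), a replicate block (0.142) or all 15 libraries in 1 fit (0.196). Tead3 and Insm2 did not pass (log2 change -0.0412 and -0.13), nor did Tead1 and Tead2 in this contrast (-0.23 and -0.14).

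Between Tead1/2 mutants and controls at P2, edgeR called 0 of 20,247 tested genes, with 4052 at an unadjusted p under 0.05, the smallest FDR being 0.0689. DESeq2 called 971 genes (658 higher, 313 lower), and edgeR without the low-count filter called 1287. The library labelled Tead1/2 mutant 4 decides the edgeR count: without it 646 genes were called, 400 higher and 246 lower. Leaving out Tead1/2 control 3 gave 20 genes, control 2 gave 14, mutant 1 and mutant 3 gave 1 each, and control 1 and mutant 2 gave 0. Under DESeq2 the count ran from 187 (without Tead1/2 control 1) to 1180 (without mutant 4), with 193, 279 and 235 without control 2, mutant 1 and mutant 2. In Tead1/2 mutants 1, 2 and 3 Myog reached 28.7, 38.0 and 35.0 CPM, and in the library labelled Tead1/2 mutant 4 it was 0.419 CPM, against 0.200 to 0.307 CPM in controls.

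Without that library, a comparison fixed beforehand whose genes were named only after its values were seen, the largest rises within the same limits were Myog (0.253 to 33.5 CPM, log2 change 7.08, SE 0.17, edgeR FDR 4.52e-08), Myod1 (0.1002 to 5.92 CPM, 5.85, SE 0.23), Actc1 (0.703 to 37.9 CPM, 5.72, SE 0.21), Tnni1 (0.273 to 8.81 CPM, 4.96, SE 0.24) and Tnnt2 (0.294 to 6.79 CPM, 4.58, SE 0.33). Within these limits Cartpt (9.17 to 1.96 CPM, log2 change -2.22, SE 0.16), Dmrta1 (7.66 to 1.89 CPM, -2.03), Pou4f2 (4.12 to 1.26 CPM, -1.74), Chrna3 (25.7 to 9.22 CPM, -1.49) and Fbln2 (26.6 to 11.1 CPM, -1.26) fell most. Ttn, Mymx, Cdh15, Klhl41 and Myl1, also named from the muscle list, rose by log2 values of 2.12 to 4.21. Tead4 rose from 0.805 to 2.66 CPM (log2 change 1.71, SE 0.18, FDR 0.00111), and Insm1 from 62.0 to 92.5 CPM (0.58, SE 0.0703, FDR 0.00235). With all 7 libraries neither was called by edgeR (FDR 0.138 and 0.0898), while DESeq2 called both (0.0188 and 0.000556). Tead3 and Insm2 were not called with or without that library.

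No gene's effect was called as different between both mutants at P2: edgeR called 0 of 20,837 genes in the interaction test, with 1435 at an unadjusted p under 0.05, DESeq2 called 13, and leaving out Tead1/2 control 2 gave 8. The smallest interaction p-values belonged to Insm1 (log2 difference -2.41, edgeR FDR 0.131), Gpr153, Zranb3, Gsdmd and Hrh1, the last 4 at FDR of 0.339. DESeq2 called Insm1, Gpr153, Zranb3 and Gsdmd (FDR 4.79e-05 to 0.0249) and not Hrh1, edgeR without the low-count filter called Insm1 and Gpr153, and edgeR called Insm1 without Insm1 control 1 or 2 (FDR 0.0375 and 0.0456). No gene was called in both contrasts by edgeR, since 0 were called for Tead1/2. DESeq2 called 75 in both, 74 with the same sign, against 11.8 from the product of shares, and without the library labelled Tead1/2 mutant 4 edgeR called 99 in both, 98 with the same sign, against 4.41. Of the 133 Insm1-called genes tested in both, 125 (94.0%) had the same sign in the Tead1/2 contrast. Across the 19,384 genes tested in both, which are not independent replicates, Spearman's rho of log2 changes was 0.28, a value that fell to 0.0257 without Insm1 mutant 1, 0.16 without Insm1 control 4 and 0.0237 under DESeq2. The genes called in both with the smallest larger FDR, without that library, were Ttn, Sfrp1, Col9a1, Myh3 and Klhl31. Col9a1 rose from 5.46 to 14.7 CPM in Insm1 mutants and from 6.01 to 26.2 CPM in Tead1/2 mutants 1 to 3, and Sfrp1 fell from 65.3 to 30.9 CPM in the latter.

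Of the 60 skeletal muscle list genes 47 were tested at P2. In Insm1 mutants 43 were higher and 4 lower (median log2 change 2.15, camera p 1.47e-58, fry p 0.000133). Over all genes tested 33 were called, and adjusted over the list alone 39 were. The median moved most, to 1.82, without the low-count filter. In Tead1/2 mutants 43 were also higher (median 1.64, camera p 7.99e-12), with 0 called by edgeR over all genes and 31 adjusted over the list alone, but the call does not hold under fry (p 0.0588, FDR 0.282). Without the library labelled Tead1/2 mutant 4 the median was 1.89 and fry gave FDR 0.000121, and without Tead1/2 mutants 1, 2 or 3 the median was 0.91, 0.76 or 0.87. Fry also passed with a replicate block (FDR 0.000564). The mean log2 CPM of the list was -0.67 in the library labelled Tead1/2 mutant 4, between the Tead1/2 controls (-0.68 to -0.50), and 1.14, 1.48 and 1.34 in Tead1/2 mutants 1, 2 and 3. In Insm1 control 2 it was -0.0670, above the other Insm1 controls (-1.03 to -0.63) and below the Insm1 mutants (1.02 to 1.76).

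**Figure D2:**
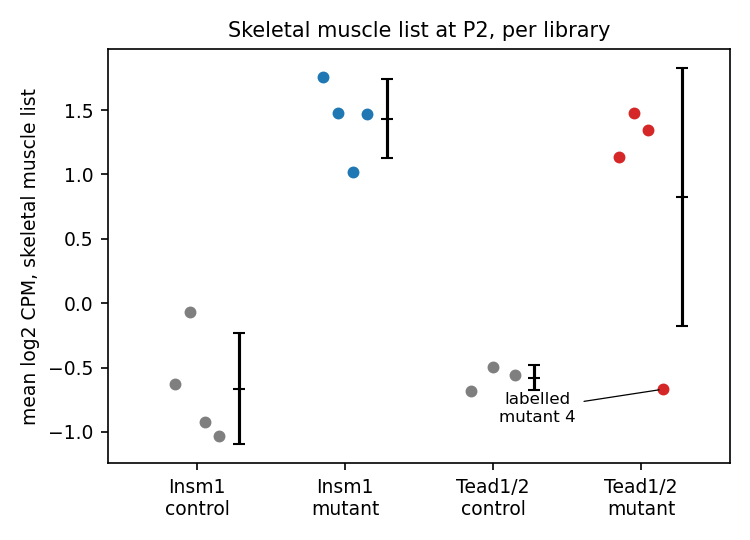
Mean log2 CPM of the skeletal muscle list in each of the 15 P2 bulk libraries, with the group mean and standard deviation beside the points. Insm1 mutants lie between 1.02 and 1.76 and Tead1/2 mutants 1 to 3 between 1.14 and 1.48, while the library labelled Tead1/2 mutant 4 lies at -0.67, among the controls.

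In Insm1 mutants the granule progenitor list was lower (median -0.15, 16 of 18 genes, camera FDR 8.40e-07, fry FDR 0.000464), with 1 gene called lower over all genes and 8 lower and 1 higher adjusted over the list alone. The smooth muscle list of 10 tested genes had a median of 0.0934 and a mean of 0.43 (camera FDR 0.0749, fry FDR 0.0766) with 2 called and 3 adjusted over the list alone. It passed under camera without Insm1 control 1 (FDR 0.0346), Insm1 mutant 3 (0.0125) or Insm1 mutant 4 (0.0495). Differentiation genes had a median of -0.0429 but a mean of 0.0255 (camera FDR 0.999, set up) with 3 called, and 6 adjusted over the list alone. The YAP/TEAD signature (median -0.000994), hepatocyte (-0.0620 over 4 genes, camera up against fry down) and epidermis lists (0.13 over 8 genes) had 0 called in edgeR, also adjusted over the list alone, and camera and fry FDR of at least 0.360. In Tead1/2 mutants the medians were 0.17 for smooth muscle, -0.0102 for YAP/TEAD (mean 0.0244, camera down), 0.0231 for progenitor (mean -0.0110, camera up), -0.0526 for differentiation (mean 0.14, camera up), 0.68 for hepatocyte over 5 genes and -0.11 for epidermis, with camera FDR of at least 0.343, fry FDR of at least 0.282 and 0 called by edgeR over all genes. Adjusted over the list alone, 4 smooth muscle genes (3 higher), 4 progenitor genes (all higher) and 13 differentiation genes (8 higher) were called, and 0 of the YAP/TEAD, hepatocyte and epidermis lists.

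At P7, 79,838 barcodes passed the cell filters. Scrublet marked 34,275 of them (42.9%, between 23.5% and 58.9% per library) as doublets, and 45,563 were kept, 2224 to 5772 per library at a median of 4358 to 7841 UMIs. The removed barcodes were deeper, at medians of 15377.5 to 26601.5 UMIs. Marked shares were 52.2% and 58.9% in Insm1 controls against 33.4%, 41.4% and 53.5% in mutants. In Tead1/2 controls they were 45.6% and 43.0%, against 23.5%, 40.6% and 34.5% in mutants. The kept set is thus selected by depth, to a degree that differs between genotypes. How many marked barcodes are true doublets was not tested. The kept cells formed 33 clusters, of which 31 could be named and 2 (2598 cells) could not. The unnamed clusters hold 1.88% of cells on average in Insm1 controls, 6.11% in Insm1 mutants, 2.31% in Tead1/2 controls and 9.28% in Tead1/2 mutants. One of them, with 1555 cells of which 2 come from controls, had 9 skeletal muscle markers but a top gene of another class. Granule-lineage cells made up 81.7% and 79.3% of kept cells in Insm1 controls and 62.0%, 59.0% and 56.1% in Insm1 mutants, and 76.3% and 79.7% in Tead1/2 controls against 49.8%, 44.0% and 43.5% in Tead1/2 mutants. These ranges are separate, and the two-sided exact permutation p of 0.2 in each allele is the smallest that 2 against 3 libraries allow. The differences were -21.5 and -32.2 percentage points, and removal of only the highest 4% of doublet scores moved them most, to -24.1 and -36.6. Cells of the granule lineage fell into partly separate clusters by genotype: cluster 30 holds 2768 cells and cluster 7 holds 1160, each with 0 from controls.

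Muscle-like shares depend on whether muscle genes enter the clustering, so those from clusters made without the skeletal muscle genes, a setting chosen after the data were seen, are given first: 0.078% (4 cells) and 0 in Insm1 controls against 10.9%, 11.8% and 11.2% in Insm1 mutants, and 0 of 5264 and 0 of 3652 cells in Tead1/2 controls, which allows shares of up to 0.0570% and 0.0821%, against 17.3%, 21.6% and 17.1% in Tead1/2 mutants (exact permutation p 0.2 in each allele, the smallest possible). With all variable genes the mutant means were 8.14% and 14.6%. With doublets kept the controls had muscle-like shares of 0.616% to 0.982% and with a minimum of 500 UMIs 1.61% to 3.06%, against mutant means of 13.2% and 20.4%, and 14.9% and 21.1%. Among the other classes, oligodendrocyte-lineage shares were 1.35% and 2.59% on average in Insm1 controls and mutants and 1.71% and 5.18% in Tead1/2 controls and mutants, astroglial shares 4.79% and 8.30%, and 2.61% and 4.95%. GABAergic interneuron shares were 9.99% and 12.1%, and 10.6% and 10.9%. These shares depend on doublet removal. With doublets kept the oligodendrocyte-lineage shares in Insm1 controls and mutants were 4.30% and 4.54% (difference 0.243 percentage points, exact permutation p 0.8) and the difference for Tead1/2 fell from 3.47 to 1.42. The astroglial differences fell from 3.51 to 1.81 and from 2.35 to 1.06 (p 0.4 in each), and the interneuron differences turned to -1.03 and -3.71 percentage points (p 0.4 and 0.2).

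**Figure D3:**
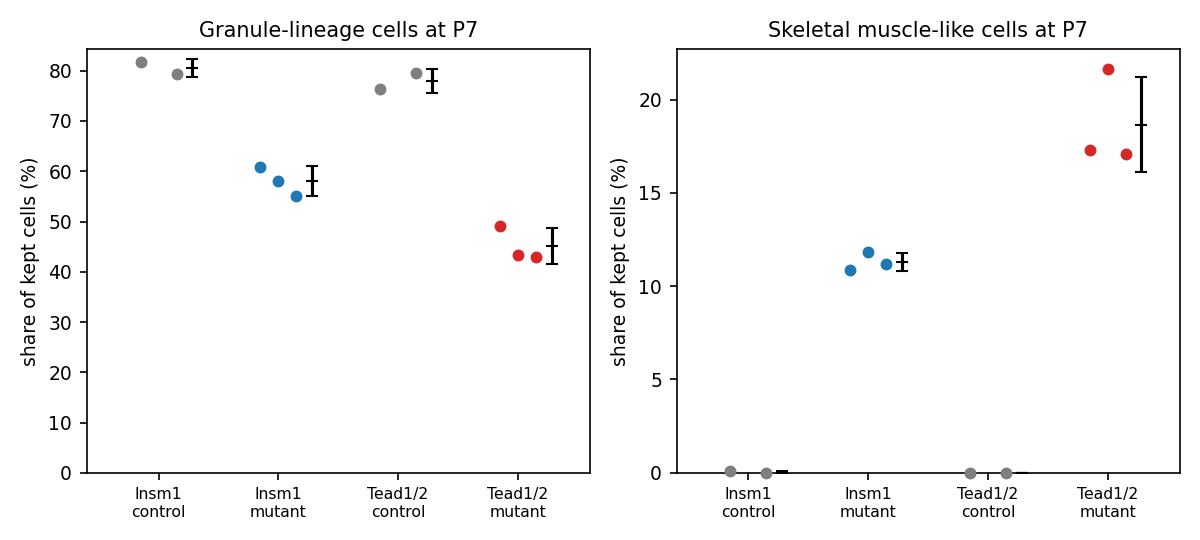
Share of kept cells (percent, linear axes from 0) in granule-lineage and skeletal muscle-like clusters in each of the 10 P7 libraries, clustered without the skeletal muscle genes, with the group mean and standard deviation beside the points. Muscle-like shares are 10.9% to 11.8% in Insm1 mutants, 17.1% to 21.6% in Tead1/2 mutants and at most 0.078% in controls.

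After thinning to 2000 UMIs, cells with UMIs of at least 3 skeletal muscle genes made up 0.378% and 0.268% of cells in Insm1 controls, 11.8%, 12.7% and 12.4% in Insm1 mutants, 0.409% and 0.665% in Tead1/2 controls and 21.8%, 29.998% and 21.5% in Tead1/2 mutants (exact permutation p 0.2 in each allele, the smallest possible). Without thinning the mean difference was 22.1 percentage points in place of 11.98 for Insm1, and 39.8 in place of 23.9 for Tead1/2. In the granule lineage the thinned shares were 0.243% and 0.264% in Insm1 controls against 2.00%, 2.56% and 2.67% in mutants, and 0.408% and 0.626% in Tead1/2 controls against 5.21%, 9.13% and 4.86% in mutants. Classes in which Atoh1Cre is not known to act served as background. In Insm1 mutants GABAergic interneurons had 1.15%, 1.33% and 0 and astroglia 1.60%, 2.02% and 3.49%, and the 95% Clopper-Pearson intervals, which cover counting error only, of granule-lineage cells and interneurons overlap in mutants 1 and 2 and not in mutant 3 (1.84% to 3.73%, against 0 to 1.24%). Those of astroglia, with 5 to 8 such cells per library, overlap the granule interval in all 3, so these counts do not settle whether the granule share lies above the astroglial background. In Tead1/2 mutants interneurons had 2.80%, 7.34% and 2.33% and astroglia 2.75%, 6.67% and 3.25%. The 95% intervals of the granule share in Tead1/2 mutant 1 (4.42% to 6.10%) and that of interneurons (1.67% to 4.39%) do not overlap, while those of mutant 2 (8.03% to 10.3%, and 5.24% to 9.93%) and mutant 3 (3.99% to 5.86%, and 1.28% to 3.88%) overlap and do not overlap, respectively. Astroglial intervals again overlap in all 3. Means of other background classes in Tead1/2 mutants were 5.19% in microglia, 4.39% in endothelial-like cells, 3.85% in meningeal fibroblasts and 1.88% in the oligodendrocyte lineage, beside 4.15% in interneurons, 4.22% in astroglia and 6.40% in the granule lineage, and the microglial intervals overlap the granule ones in all 3 mutants. In Insm1 mutants microglia had 1.15% and the oligodendrocyte lineage 1.67% on average, beside 2.41% in the granule lineage. Median depths before thinning were 5583 to 7584 UMIs in granule-lineage cells of Tead1/2 mutants, 5185 to 7208 in interneurons and 8511 to 10627 in astroglia, and in Insm1 mutants 5287 to 6074.5, 4919 to 5629 and 6976.5 to 7682. Of all such cells in Insm1 mutants 54.2% were muscle-like, 31.3% unnamed and 11.4% granule-lineage, and in Tead1/2 mutants 55.2%, 28.1% and 11.999%.

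In sums over all cells at P7, where the change in class shares enters, edgeR called 6062 of 19,690 genes for Insm1 (3458 higher, 2604 lower) and 8804 for Tead1/2 (4697 higher, 4107 lower). In the granule lineage 3062 of 16,426 genes were called for Insm1 (1881 higher, 1181 lower) and 3417 for Tead1/2 (2036 higher, 1381 lower). Leaving out a control moved these most: 1983 without Insm1 control 2 and 2063 without Insm1 control 1 for Insm1, and 2171 and 2291 without Tead1/2 controls 1 and 2 for Tead1/2, where 1 control remains in the group and is taken to vary like the other groups. Clusters made without the muscle genes gave 2938 and 3336. Both Tead1/2 controls express Xist and Tead1/2 mutants 1 and 2 do not, and a sex term, added after the data were seen, gave 2969 and 3001 genes in the granule lineage and 5791 and 7796 over all cells. Both contrasts shared 2172 called genes, 2154 with the same sign, against 637 from the product of shares, and Spearman's rho across genes was 0.62. The 5 shared genes named were Thsd4 (8.88 to 256 CPM in Insm1 mutants, 12.3 to 185 CPM in Tead1/2 mutants), Nckap5, Pcdh15, Atp2b3 and Slit3, all higher in both mutants. The interaction test at P7, added after the data were seen, called 147 genes in the granule lineage (84 with a higher and 63 with a lower log2 change for Insm1), with 1593 at an unadjusted p under 0.05 and 69 (without Tead1/2 control 2) to 261 genes (without Tead1/2 mutant 1) over libraries left out, while DESeq2 called 293, edgeR without the low-count filter 597 and edgeR with a sex term 111. The counts without Insm1 controls 1 and 2, Insm1 mutant 2 and Tead1/2 control 1 were 73, 84, 98 and 82. The smallest p-values were those of Trmt9b, Bmp5, Chn2, Asic2 and Tead2. Over all cells 538 genes were called.

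With the same limits, the genes with the largest granule-lineage rises in Insm1 mutants were Cfap99, Kif26a, Gdnf, Vwa5b1 and Svep1. Cfap99, Kif26a and Vwa5b1 had 0, 2 and 3 UMIs over both controls, so no fold is given; their mutant means were 3.54, 21.996 and 9.30 CPM. Gdnf rose from 0.134 to 15.8 CPM (log2 change 7.10, SE 0.75) and Svep1 from 1.75 to 105 CPM (5.97, SE 0.23). In Tead1/2 mutants Gdnf (0.155 to 33.8 CPM, log2 change 7.71, SE 0.63), Vwa5b1 (0.090 to 19.6 CPM, 7.68, SE 0.52), Kif26a (0.180 to 29.1 CPM, 7.31), Nptx1 (0.346 to 28.4 CPM, 6.39) and Wif1 (0.121 to 9.55 CPM, 6.34) rose most. Falls in Insm1 mutants were Sema3g (4.58 to 0.415 CPM, log2 change -3.50), Nxph4 (8.97 to 1.07 CPM, -3.08), Dmrta1 (11.2 to 1.68 CPM, -2.70), Otx1 (23.1 to 3.87 CPM, -2.54) and Cmklr1 (4.28 to 0.7101 CPM, -2.49), and in Tead1/2 mutants Otx1 (21.4 to 0.287 CPM, -6.19), Dmrta1 (4.61 to 0.195 CPM, -4.53), Nxph4 (5.50 to 0.725 CPM, -2.93), Cyp11a1 (20.001 to 2.92 CPM, -2.78) and Chrnb4 (7.96 to 1.22 CPM, -2.71). All had edgeR FDR of at most 4.02e-05 except Dmrta1 in Insm1 mutants (0.000118).

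Of the targeted genes in the P7 granule lineage, Insm1 was at 61.6 and 68.1 CPM in Insm1 controls and at 21.4, 6.50 and 8.05 CPM in Insm1 mutants (log2 change -2.38, SE 0.39, edgeR FDR 0.000671). Tead2 fell from 31.7 and 34.6 to 12.4, 10.6 and 10.7 CPM in Tead1/2 mutants (log2 change -1.56, SE 0.0861, FDR 5.08e-08). Tead1 rose from 591 and 590 to 1292, 1371 and 1273 CPM (log2 change 1.15, SE 0.0656, FDR 6.45e-08), and from a mean of 521 to 665 CPM in Insm1 mutants (0.35, SE 0.0640, FDR 0.00151). Tead4 rose in both, from 0.743 to 12.3 CPM (log2 change 4.01, SE 0.21) and from 0.723 to 12.9 CPM (4.13, SE 0.20). In the remaining classes that are neither granule-lineage nor muscle-like Tead4 went from 0.591 to 6.83 CPM in Insm1 and from 6.56 to 5.96 CPM in Tead1/2 libraries, and it stood at 222 and 280 CPM in muscle-like cells of mutants. Part of the granule-lineage value in Insm1 mutants can therefore be background, but these values do not settle it. Tead1/2 controls stood at 6.56 CPM with no muscle-like cells in clusters made without the muscle genes. The mix of the remaining classes also differs between groups, with no endothelial-like cells kept in Insm1 controls. Insm1 in Tead1/2 mutants was at 54.9, 122 and 117 CPM against 84.8 and 90.7 CPM in controls, a change within the spread of the mutants (log2 change 0.16, edgeR FDR 0.818), whose sign turned without Tead1/2 mutant 2 (-0.0249). Tead3 and Insm2 were not called in either contrast in this fit. Insm2 in Insm1 mutants gained a call when the 5 libraries of that allele were fitted alone.

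In the P7 granule lineage 40 skeletal muscle genes were tested. In Insm1 mutants 37 were higher (median log2 change 1.18, camera p 3.02e-12, fry p 0.000171), with 18 called over all genes and 25 adjusted over the list alone, and in Tead1/2 mutants 39 were higher (median 1.79, camera p 2.04e-18, fry p 2.08e-05), with 32 and 35 called. The same list also rose in the remaining named classes that are neither granule-lineage nor muscle-like, over 27 tested genes (median 0.97 and 1.41, camera FDR 1.27e-08 and 6.55e-14). Of the called list genes, 11 of 18 in Insm1 mutants and 15 of 32 in Tead1/2 mutants lay above those classes in all 3 mutant libraries. The named muscle genes in Insm1 mutants include Cdh15 (3.63 to 37.1 CPM), Myod1 (2.26 to 17.2 CPM), Myog (0.645 to 10.7 CPM), Ryr1 (2.99 to 12.2 CPM) and Jsrp1 (0.6247 to 2.83 CPM), and in Tead1/2 mutants these genes reached 41.7, 13.5, 7.91, 14.8 and 2.59 CPM. The Cdh15 change was larger in Tead1/2 mutants (log2 5.82 against 3.25, interaction FDR 0.034), a gap that lies mostly in the controls, at 3.63 CPM for Insm1 and 0.734 CPM for Tead1/2.

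**Figure D4:**
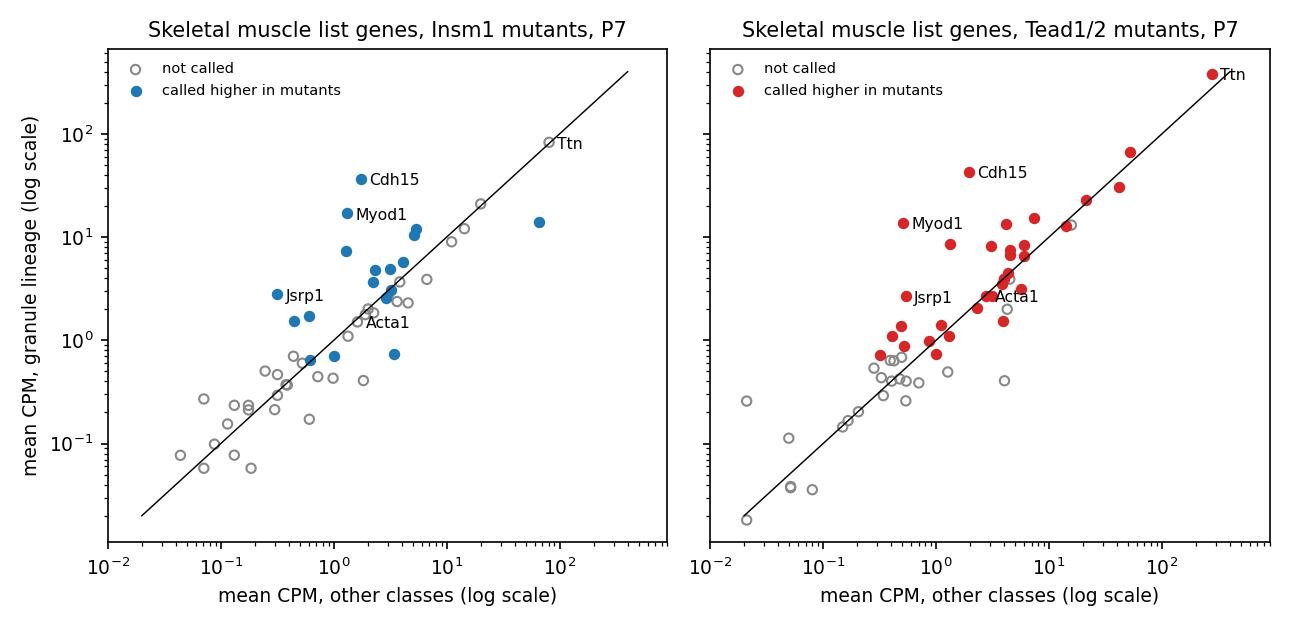
Mean CPM of skeletal muscle list genes with UMIs in both sums (54 for Insm1, 58 for Tead1/2) in the granule lineage of mutants against the remaining classes that are neither granule-lineage nor muscle-like, on log axes, with the line of equal values. Cdh15, Myod1 and Jsrp1 lie above the line in both mutants, while Acta1 lies near it, with ratios of 0.929 and 0.970.

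The YAP/TEAD signature was higher in both mutants in the P7 granule lineage (16 genes tested, medians 0.52 and 0.40, camera FDR 0.0431 and 0.0279, fry FDR 0.00235 and 0.00134). In each, 9 genes were called, 7 of them higher, and 10 adjusted over the list alone. The camera result for Insm1 did not pass without Insm1 control 1 (FDR 0.0561), Insm1 mutant 2 (0.121), Tead1/2 mutant 1 (0.0529) or Tead1/2 mutant 3 (0.0560), nor that for Tead1/2 without Tead1/2 control 1 (0.0582). The list also rose in the remaining classes (medians 0.30 and 0.26, camera FDR 0.000844 and 0.0993). The mix of those classes differs between groups, with no endothelial-like cells kept in Insm1 controls, so a rise there need not be a change within a class. Smooth muscle genes (10 tested, medians 0.54 and 0.66) passed under fry (FDR 0.0057 and 0.00294) and not under camera (0.338 and 0.151), with 3 and 4 called, 4 in each adjusted over the list alone. For Insm1 fry did not pass without Insm1 control 2 (FDR 0.0939), Insm1 mutant 1 (0.0672), Insm1 mutant 2 (0.0621) or Tead1/2 mutant 2 (0.167). The progenitor list had medians of -0.18 in both, with camera FDR 0.338 and 0.0307 and fry FDR 0.363 and 0.0249; 8 and 10 of 18 were called, and 10 in each adjusted over the list alone. For Tead1/2 neither passed with a sex term (camera FDR 0.0809, fry FDR 0.104), camera did not pass without Tead1/2 control 1 (FDR 0.0896), mutant 1 (0.0519) or mutant 2 (0.0783), and fry not without Insm1 mutants 1 and 3 (0.0538 and 0.0509), Tead1/2 controls 1 and 2 (0.133 and 0.0626) or Tead1/2 mutant 1 (0.0883). Differentiation genes had medians of -0.12 and -0.0684 but means of 0.66 and 0.36 (camera down, FDR 0.775 and 0.474, fry up for Insm1 at 0.103), with 16 of 20 called in each, 7 and 8 of them higher, and 17 and 16 adjusted over the list alone. In the remaining classes the progenitor list fell in Insm1 mutants (median -0.27, camera FDR 0.00655) and did not pass in Tead1/2 mutants (-0.0454, FDR 0.470). Differentiation genes fell there in both (medians -0.32 and -0.65, camera FDR 0.000409 and 1.92e-07). Of the epidermis list 4 genes were tested (medians 0.0267 and 0.29, camera FDR 0.961 and 0.326), with 0 and 1 called by edgeR and 0 and 2 adjusted over the list alone, and under 3 hepatocyte genes could be tested.

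Of the 135 genes called for Insm1 at P2, 121 were tested in the P7 granule lineage of other animals. There 114 (94.2%) had the same sign, 85 were called with that sign and 2 with the opposite sign, against 51.1% of all tested genes being higher in mutants at P7. For Tead1/2 edgeR called 0 genes at P2 over all replicates, so none were followed from that fit, and the genes called by DESeq2 or without the low-count filter were not followed. Of the 646 genes called by edgeR without the library labelled Tead1/2 mutant 4, 544 were tested at P7, 443 (81.4%) with the same sign, 325 called with that sign and 14 with the opposite sign. Among P2 genes with a log2 change of at least 1, 99 of 100 had the same sign.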

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

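All tests of explanations in this part were chosen only after the result they address was seen, as were the interaction tests at P7.

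The library labelled Tead1/2 mutant 4 lay far from the other Tead1/2 mutants at P2 in the skeletal muscle list mean, in Myog and in Tead4. Its gap to the nearest mutant made up 0.841, 0.935 and 0.855 of the range of the 4 mutants. On the first principal component of the Tead1/2 libraries (34.9% of variance) it stood at 17.5, beside controls at 9.0 to 18.9, with mutants 1 to 3 at -11.5 to -25.7. Over 133 genes called for Insm1, its median signed log2 difference from the Tead1/2 controls was -0.0331, while mutants 1 to 3 stood at 1.03, 1.06 and 1.03. A candidate explanation is that it carries no effect of the deletion, through a wrong label, a swap with an outside animal or tissue that escaped deletion, and these cannot be separated with gene-level counts. Over the 646 genes called without it, its median share of the change in the other mutants was 0.245, but these genes were called against the same controls. With each Tead1/2 control held out of the choice of genes, its median signed log2 difference from that control was 0.0136 to 0.0479, and that of the other mutants 0.34 to 0.73. Single genes go the mutant way in it (Gpr153 77.1 CPM, against 48.6 to 62.9 CPM in controls), so a small effect is not excluded. An exchange with a Tead1/2 control would need a control that looks like a mutant, and the largest value of a control was 0.0376. Low depth is argued against by Insm1 mutants 3 and 4, which have fewer counts (2.95e+07 and 3.17e+07, against 3.26e+07) and muscle list means at least 1.09 above the highest Insm1 control. Sex is argued against by Insm1 mutants with Xist, whose lowest list mean lies 1.55 above the highest Insm1 control. The library is kept in the contrast, and values with and without it are given. 

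Further gaps of this kind had no explanation tested. The share of counts in the 10 most abundant genes was 20.3% in Tead1/2 mutant 3 and 23.9% to 24.1% in the others (gap 0.926 of the range). Insm1 mutant 4 was low in the hepatocyte list mean (0.892), and Insm1 mutant 3 in the epidermis list mean (0.872) and in Myh3 (24.0 CPM, against 46.2 to 50.2 CPM, 0.886). In all, 9 of 80 groups of 4 to 10 samples had such a gap where chance gives about 4, and 4 of 16 among Tead1/2 mutants.

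Insm1 control 2 was far above the other Insm1 controls in Acta1 (1.48 against 1.06 to 1.11 CPM, gap 0.870 of the range) and Lmod3, where the gap is 1 because the other controls are at 0 and this library holds 1 count. Its Myog was 3.92 CPM against 0 to 0.482 CPM. An admixture of mutant RNA or tissue could raise muscle genes and lower the 41 falling genes by like fractions of the mutant change. The medians were 0.121 over 33 muscle genes and 0.227 over falling genes, but the other controls span -0.242 to 0.064 for the falling genes, so admixture and variation between animals cannot be told apart with 4 controls.

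The effects of the alleles differed at P7 for 538 genes in all-cell sums (326 with a higher log2 change for Insm1, 212 with a lower one) and 147 in the granule lineage (69 without Tead1/2 control 2 to 261 without Tead1/2 mutant 1). Differences below are Insm1 effect minus Tead1/2 effect on the log2 scale. In the granule lineage they were -2.10 for Trmt9b, 2.23 for Bmp5, 2.21 for Chn2, -1.78 for Asic2, 3.65 for Otx1 and 3.74 for Chrnb4 (edgeR FDR 2.03e-05 to 0.000559). Otx1 fell in both mutants and more in Tead1/2 mutants, Chrnb4 and Bmp5 rose in Insm1 mutants and fell in Tead1/2 mutants. They were 0.95 for Thsd4, not called without Insm1 control 1 (FDR 0.125) or Tead1/2 control 1 (0.0913), 1.20 for Slit3, not called without Insm1 control 1 (0.0813) or Tead1/2 control 2 (0.0885), and -0.97 for Nckap5, not called without Insm1 controls 1 and 2 (0.0518 and 0.104) or Tead1/2 controls 1 and 2 (0.0978 and 0.0587). Cdh15 (-2.58, FDR 0.034) was not called without Insm1 control 1 (0.351), Insm1 mutant 2 (0.071), Tead1/2 controls 1 and 2 (0.192 and 0.156) or Tead1/2 mutants 2 and 3 (0.0573 and 0.0656). No explanation of these was tested, and the strain background of each line is part of the comparison.

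The targeted genes differed too. Insm1 in the granule lineage (-2.54, edgeR FDR 0.0452) is lost under DESeq2 (0.0793), with a sex term (0.0988) and without Insm1 controls 1 and 2 (0.142 and 0.157), Insm1 mutants 2 and 3 (0.105 and 0.106), Tead1/2 controls 1 and 2 (0.192 and 0.185) or Tead1/2 mutants 2 and 3 (0.0881 and 0.0921). Tead2 differed by 1.39 (1.51 in all-cell sums) and Tead1 by -0.80 (-0.64 in all-cell sums). Deletion of Insm1 and Tead2 each accounts for a direction of this kind by design. The rise of Tead1 transcripts in Tead1/2 mutants runs against a loss of the gene product at gene level, with a mean log2 change of 1.15. RNA from muscle-like cells is argued against, since the rise equals 41.9% of the Tead1 level in those cells while the median over the muscle list was 0.429%. Reads from exons outside the deleted part could contribute and cannot be told apart from a rise of full transcripts, because gene-level counts hold no exons.

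Among skeletal muscle genes in all-cell sums the difference was -2.24 for Actc1, -2.21 for Mymk, -1.65 for Klhl41, -2.11 for Ryr1, -3.17 for Chrna1, -2.39 for Myod1, -1.85 for Smyd1 and -2.58 for Jsrp1, each larger in Tead1/2 mutants. Over the 60 list genes the median was -2.20 (quartiles -2.58 and -1.65). The ratio of muscle-like cell shares, 18.7% in Tead1/2 mutants against 11.3% in Insm1 mutants, amounts to -0.72. All-cell sums weight each cell by its UMIs while a share counts cells. The value of -0.72 therefore does not bound what these cells could account for. A higher level of muscle transcripts in Insm1 controls (median log2 ratio to Tead1/2 controls 0.41, quartiles -0.10 and 0.71) is argued against as the whole cause, since the mutants themselves differed by a median of -1.69 (quartiles -1.91 and -1.42). For Myod1 it could account for the difference, with 1.99 against 0.332 CPM in the controls and 16.1 against 14.5 CPM in the mutants (log2 ratio 0.15). For Actc1, Mymk and Jsrp1 the log2 ratio of the controls (1.23, 0.98 and 1.30) exceeds that of the mutants (-0.92, -0.93 and -0.90) in size. A larger amount of RNA from muscle-like cells in Tead1/2 mutants and a mix of it with the control levels remain open. A biological difference between the alleles in the muscle-like cells remains open too.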

How the results depend on the processing

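The sex term, leave-outs under DESeq2, clustering without muscle genes, removal of the highest 4% of doublet scores, the ceiling of 20000 UMIs and the P7 interaction were chosen after the data were seen. Over named genes, 1465 gene and setting pairs kept direction and call without leaving out a library, 17 lost the call, 20 gained it and 2 turned sign, and with a library left out 1314 kept both, 48 lost, 7 gained and 9 turned. For the comparisons themselves, without leaving out a library, 187 values held and 42 moved beyond the spread or by over 1.5 times, 14 turned, 4 gained and 2 lost a call. With a library left out 340 held, 22 moved, 32 turned, 3 gained and 8 lost a call. For all changes given here the cause was not tested, unless stated.

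At P2 the Insm1 count was 80 with a minimum log2 change of 1, 317 under DESeq2, 212 without the low-count filter (more genes tested), 64 with a replicate block, 88 with a sex term, and 64 to 132 with a library left out. The Tead1/2 count was 971 under DESeq2, 1287 without the filter, 4 with all 15 libraries in 1 fit, 221 with a replicate block, 3 with a sex term, and 0 to 646 with a library left out, the last without the library labelled Tead1/2 mutant 4. The replicate block also removes that library, since its number has no control. The interaction count was 13 under DESeq2, 11 without the filter, and 0 to 8 with a library left out. Genes called in both contrasts numbered 75 under DESeq2 and 0 to 99 with a library left out. The share of Insm1-called genes with the same sign in the Tead1/2 contrast was 100% at FDR 0.01, 89.6% under DESeq2 and 92.5% to 100% with a library left out. Spearman's rho across all genes fell from 0.28 to 0.0237 under DESeq2, where 26,038 genes were compared, and also to 0.0257 without Insm1 mutant 1 and 0.16 without Insm1 control 4.

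For the lists at P2, the skeletal muscle result of Tead1/2 lost its call under fry (median 1.64, FDR 0.282). Smooth muscle in Insm1 mutants gained one with a sex term (median 0.29, FDR 0.00234), and its median ran from 0.0103 to 0.22 with a library left out. Hepatocyte genes in Tead1/2 mutants gained one with a replicate block (0.71, FDR 0.0261). The other changes were counted as changes of direction, in lists with no call. The direction given by camera or fry can differ from the sign of the median, as described above. Not all medians below turn sign, and those of differentiation in Insm1 mutants stay negative throughout. In Insm1 mutants YAP/TEAD had medians of -0.00734 with a sex term and -0.0473 to 0.0732 with a library left out. Differentiation had -0.0633 without the filter, -0.0884 with a sex term and -0.0748 to -0.0254 with a library left out. Hepatocyte had -0.0621 with median-ratio factors, 0.0472 without the filter, -0.0799 with a replicate block, 0.0813 with a sex term, -0.0620 under fry and -0.17 to 0.0929 with a library left out. In Tead1/2 mutants, with a library left out, medians ran from -0.0180 to 0.31 for smooth muscle, -0.0701 to 0.0234 for YAP/TEAD, -0.0209 to 0.0618 for progenitor, -0.0666 to 0.00291 for differentiation and -0.23 to 0.0293 for epidermis. YAP/TEAD had 0.00216 without the filter and 0.00734 with a replicate block, and progenitor 0.0109 with a replicate block.

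At P7 smooth muscle gained a call under fry in both mutants (0.54, FDR 0.00570, and 0.66, FDR 0.00294). Differentiation in Insm1 mutants turned under fry (-0.12, FDR 0.103), as did epidermis (0.0267 under fry, 0.43 without the filter, -0.22 to 0.16 with a library left out). With a library left out, medians of YAP/TEAD ran from 0.40 to 0.67 in Insm1 and from 0.32 to 0.57 in Tead1/2 mutants, and of progenitor from -0.25 to -0.10 in Tead1/2 mutants, with calls lost as given above. The progenitor list in Tead1/2 mutants also lost its camera call with a sex term (-0.15, FDR 0.0809). Granule-lineage counts with a sex term were 2969 and 3001, and ran with a library left out from 1983 to 3560 and from 2171 to 3857, the lowest with 1 control left, where fewer libraries enter. Insm1 interneuron share differences were -1.03 with doublets kept and -0.98 with the highest 4% removed. Granule share differences moved to -24.1 (Insm1, highest 4%), -35.6 (Tead1/2, doublets kept), -36.6 (highest 4%) and -35.9 (only libraries without lobules IX and X, where 1 control remains). Muscle-like share differences were 12.6 and 18.8 with a minimum of 500 UMIs, 12.5 and 19.4 with doublets kept, 12.4 and 19.2 with the highest 4% removed and 11.3 and 18.7 clustered without muscle genes, and 12.6 for Tead1/2 without cells above 20000 UMIs. Shares of muscle-transcript cells over all cells differed by 16.8 and 31.3 with at least 2 genes, 8.62 and 18.9 with at least 5, and 22.1 and 39.8 without thinning, and in the granule lineage by 7.96 and 16.5, 0.376 and 0.603, and 14.1 and 28.2. Fewer genes needed, or deeper cells, raise such shares by construction.

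With a minimum log2 change of 1 at P2, 40 Insm1 genes were called with the same sign at P7, and 84 for Tead1/2 without the library labelled Tead1/2 mutant 4 (99.0% with the same sign), where fewer genes enter. Over all 646 genes called without that library, the share was 81.4%, and 78.5% to 85.0% with a P7 library left out. Small changes of named genes, none called, turned sign: at P2 Insm2 in Tead1/2 mutants (0.00747 without the filter, 0.00295 with a sex term, -0.0698 to 0.0564 with a library left out), Tead3 in Insm1 mutants (-0.10 to 0.0105) and Tead1 in Tead1/2 mutants (-0.24 to 0.0557). At P7 these were Insm2 in all-cell sums of Tead1/2 mutants (-0.72 to 0.51), Tead3 in the granule lineage of Insm1 mutants (-0.27 to 0.12) and Insm1 in that of Tead1/2 mutants (-0.0249 to 0.45). With 2 controls per allele at P7, permutation of libraries cannot pass a threshold of 0.05, and muscle-like shares of controls depend on the cell filters. Where none was found the upper bound from cell numbers was 0.0570% to 0.0850%, while with a minimum of 500 UMIs controls had 1.61% to 3.06% and with doublets kept 0.616% to 0.982%.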

Other observations

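The tests in this part were chosen after the results were seen, except the splits for both skeletal muscle list medians and for the share of genes with the same sign.

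Other splits of the P2 libraries were fitted the same way. For Insm1, 1 of 35 splits, the real one, gave as many as 135 genes, and the largest other gave 2, so chance can be excluded. For Tead1/2 the real count is 0, which 35 of 35 splits reach by construction, so splits of this count tell nothing about chance. The split that sets mutants 1 to 3 against the remaining libraries gave 519 genes. Without the library labelled Tead1/2 mutant 4, 1 of 10 splits gave 646 genes and the largest other 2, a design that cannot exclude chance at 0.05. The interaction count is also 0, reached by 100 of 100 splits by construction, which again tells nothing. The list median of skeletal muscle was as large in 1 of 35 splits for Insm1, so chance can be excluded. For Tead1/2 it was as large in 3 of 35, so the splits alone cannot exclude chance. The library labelled Tead1/2 mutant 4, counted as a mutant, had a list mean of -0.67. Mutants 1 to 3 had 1.14 to 1.48, against -0.68 to -0.50 in controls. In other animals at P7 the granule-lineage means were 1.83 to 2.37 in Tead1/2 mutants and 0.16 to 0.27 in controls. These values argue against chance for the rise, which the library labelled mutant 4 does not share. The share of 94.0% with the same sign was reached in 6 of 35 splits of the Tead1/2 libraries, so the splits alone cannot exclude chance for it. Of these 133 genes, 93.2% to 97.0% went the same direction in Tead1/2 mutants 1 to 3. The controls had 42.1% to 57.9%, and the library labelled mutant 4 had 42.9%. At P7, 2154 of 2172 genes called in both contrasts in the granule lineage had the same sign. For mutants 1 to 3 and the P7 animals these values argue against chance.

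Muscle transcripts in the P7 granule lineage of mutants may come in part from free RNA of muscle-like cells. For 24 called list genes not chosen in the Insm1 libraries, the median ratio of granule-lineage to other-class CPM in Tead1/2 mutants was 1.06, which is what free RNA would give. For 8 called genes chosen in the Insm1 libraries for a ratio of at least 2 (Myod1, Jsrp1, Cacna1s, Myog, Ryr1, Cdh15, Sln and Tnnt1) the median was 4.08 (2.05 to 27.2), above the other classes in all 3 mutants. Such a ratio does not remove control levels. In Insm1 controls most of these genes were already higher in the granule lineage (Cdh15 3.59 against 0.344 CPM), while Ryr1 and Tnnt1 were lower. The Tead1/2 rise was therefore also taken as a percent of the level in muscle-like cells. For each of these 8 genes it was larger in the granule lineage (0.854 to 48.5) than in the other classes (0.180 to 1.95). Free RNA shared alike by all classes is argued against for them. In the reverse direction 9 chosen genes had a median ratio of 3.43 in Insm1 mutants and 9 not chosen 0.963. Expression of these genes in some granule-lineage cells, or muscle-like cells placed in granule clusters, remain possible sources.

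Tead2 was lower in Tead1/2 controls than in Insm1 controls. The library batches at P2 are argued against, as the difference was -1.12 in all P7 cells, made as 1 sample. A lower yield from the floxed Tead2 allele, or the strain background of the line, could give this, and neither was tested. The difference was -0.99 in the P7 granule lineage and -1.79 in the remaining classes. Controls carry no Cre, so this split by class does not bear on either explanation. Tead1 differed at P2 (-0.95) and was not called in all P7 cells (0.0734).

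No endothelial-like cells remained in the Insm1 controls, while mutants had 1.17% on average. The doublet caller may have removed most of them, as with doublets kept the lowest Insm1 control share was 1.26%. With doublets removed and a minimum of 500 UMIs the shares were 0.0380% and 0.752%, so the minimum of UMIs or the clustering bears on this too.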
